A study of Rattus norvegicus with 72 samples. Its data were reported in "Identification of a Gene Signature Predicting (Nano)Particle-Induced Adverse Lung Outcome in Rats" (2023).

How the data were processed

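Gene expression was measured in the accessory lobe of the lung of female Sprague Dawley rats that were 13 weeks old when exposure began. The animals inhaled filtered air or Mitsui-7, a multi-walled carbon nanotube, through the nose only, on 5 days per week for 4 weeks. The labels give the doses as 0.15 mg/m3 (low), 0.5 mg/m3 (medium) and 1.5 mg/m3 (high) for 6 h per day. According to the study's methods, the lower doses were reached with the aerosol of the high dose and shorter daily sessions, so dose here stands for concentration multiplied by time. Lungs were collected 3, 30 and 180 days after the last exposure (D3, D30 and D180). Each of the 12 combinations of dose and day held 6 arrays, which makes 72 arrays. Groups and replicate numbers were taken from the sample labels. The labels and methods speak of separate rats, each read on its own array. P-values therefore measure the spread between animals together with that between arrays, and these cannot be told apart.

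RNA was labelled with Cy3 and hybridised to 1-colour Agilent rat arrays. The submitters' processing notes name Agilent Feature Extraction 12.0.1.1. The table used was the deposited value table of the series, and scanner files were not used here. The authors deposited log2 values for 45738 probes, each centred on its median over the 72 arrays. The largest absolute probe median was 4.8e-07. The values ran from -10.6 to 17.12 and the array medians from -0.21 to 0.33. How the arrays were scaled before centring is not given in the sources used here. Quantiles differed between arrays, which centring alone can cause. Centring removes the level of a probe. Differences between groups keep their size, but it cannot be read from these values whether a probe lay above background in a group. A fold against a group near background depends on that background. The number of arrays and the spread between them limit the precision, and no depth applies.

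The study's methods name probe filtering by quantiles, quantile normalization, a batch correction, limma and Benjamini-Hochberg adjustment. The design fixed before the data were examined followed these steps with quantile normalization, a filter on dim probes and a variance prior that follows the probe level. Because the deposited values turned out to be centred, a filter on dim probes and a prior that follows the level had nothing to act on, and quantile normalization of centred values does not keep fold differences. The deposited values were therefore tested without further normalization and without a filter. That decision was taken before any probe had been tested, and quantile normalization and the level-dependent prior were run as alternatives. The batch correction was not repeated, since the labels give no batch.

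The 45598 probes for rat transcripts were tested, and 140 control probes were left out of the tests. limma 3.58.1 in R 4.3.3 was fitted with a mean for each of the 12 groups over all 72 arrays, followed by empirical Bayes moderation. A probe passed at an adjusted p under 0.05 (Benjamini-Hochberg over all probes tested) and a fold of at least 2. Contrasts were each dose against the controls of the same day, neighbouring doses against each other, the change at the high dose between days, and controls between days. Values in the text are differences of mean log2 signal with the standard error of the fit. "Rose", "fell" and "changed" are used for probes that passed. Comparisons of different days use different animals and different controls. Comparisons of doses on the same day share their controls, so doses were compared directly.

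No table pairing these probes with genes was used here, and none of the results is for a gene. A reference table of the rat genome assembly GRCr8 holds gene symbols but no identifiers of these probes, so 0 probes were named. The gene lists and the gene signature fixed in advance were therefore not tested, and several probes can stand for the same gene. The rule for named items took the largest changes among probes that passed and whose 6 exposed animals all lay on the same side of the control mean. With no gene names it was limited to the leading 2 rises and 2 falls at the high dose on D3, which were then followed over all doses and days.

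A response score per animal was chosen after the data had been examined. For each day it is the mean deposited value over the probes that rose at the high dose on both other days, and a second score does the same for probes that fell. The animals of a day had no part in the direction and size of change by which their probes were chosen, but they entered the pooled variance of the fit. Groups of 6 were compared by a two-sided exact permutation test over all 924 splits, whose smallest p is 0.00216, with Benjamini-Hochberg adjustment over 30 tests. Change between days was tested over the probes that rose at the high dose on D30, with 100000 permutations of the day within the exposed and the control animals. These calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.

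The negative control probe 3xSLv1, which matches no rat transcript, served as a measure of array background, and the mean of 10 spiked-in E1A probes as a measure of labelling and hybridisation. The fit was tested on simulated data in which 200 of 45598 probes were changed for the comparison of high dose and controls on D3. With the arrays' background added to the noise, 28% of probes changed by 1 on the log2 scale were recovered, 70% of those changed by 1.5, 78% of those changed by 2 and 98% of those changed by 3, and 1 unchanged probe was called. Apart from this background, the simulated noise was drawn separately for each probe. The negative control differed by only -0.0815 between these groups, so background could add few false calls. Other splits of the real arrays of this comparison called up to 411 probes, so the simulated number of false calls may not carry over to real arrays. No pair of arrays was a duplicate: the highest correlation between arrays was 0.79.

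Alternatives fixed in advance and run were scaling to the 75th percentile of each array, a fit of the compared groups alone, array weights, a replicate block and leaving out each array in turn. Quantile normalization and the level-dependent prior, planned for the main fit, were run as alternatives once the values were seen to be centred. Added after the data had been examined were the negative control or the spike-in level as a covariate, and score probes chosen in fits without the arrays of the scored days. Also added were leaving out 12086 probes that followed the negative control within groups (r over 0.5), and leaving out 14 arrays whose negative control lay more than 1.5 above its median. For each count, 100 splits of the arrays, the real split included, were refitted.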

Results

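Transcript levels were compared in 72 lungs from 12 groups of 6 rats, exposed to filtered air or to a low, medium or high dose of Mitsui-7 and examined at D3, D30 and D180. The design asks how the lung responds to each dose of the nanotube and how long the response lasts. Results are given for probes, each of which reads a short stretch of a transcript.

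The arrays differed in the negative control probe, used here as the measure of background. The scaling before centring is not known, and whether this probe reflects background alone was not tested. The first principal component held 40.8% of the variance over all probes and the next 5.85%. The first component followed the negative control probe over the 72 arrays (Pearson r = 0.965, Spearman rho = 0.933, permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Without the 2 arrays farthest from the median of the negative control r was 0.961. Within days r was 0.962 at D3, 0.958 at D30 and 0.826 at D180 (24 arrays each; Benjamini-Hochberg adjusted permutation p = 1e-05 over the 4 relations). The negative control averaged 0.85 ± 0.56 (SD, n = 6) in D3 controls and -0.73 ± 0.27 (SD, n = 6) in D180 controls, on the centred log2 scale.

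**Figure D1:**
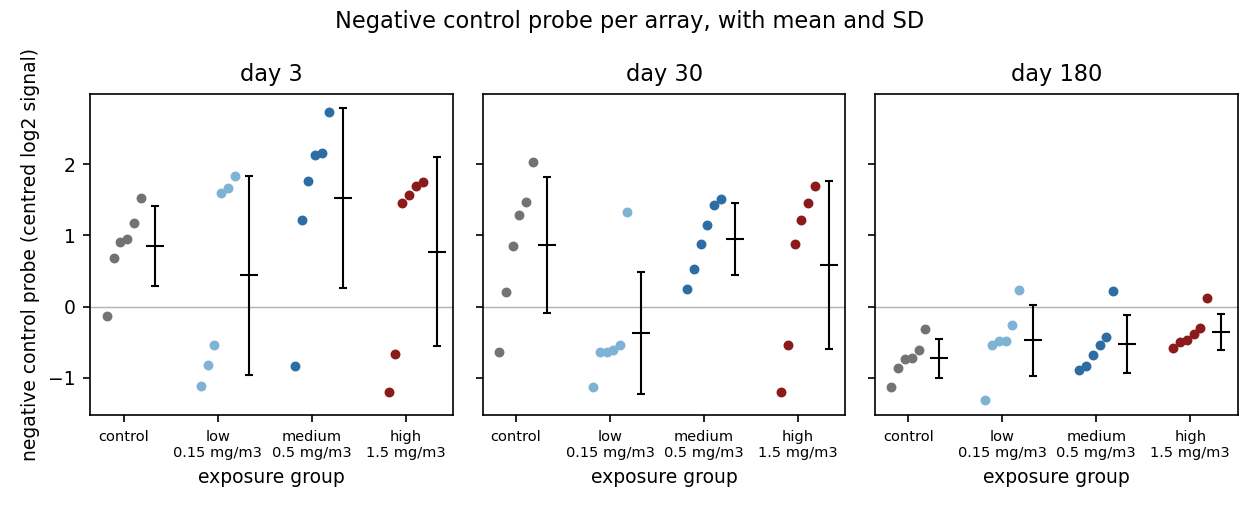
Centred log2 signal of the negative control probe (vertical axis) on each array, by exposure group and day. Points are arrays in order of value, and the bar beside them is the mean with its SD (n = 6). The D180 groups average between -0.73 and -0.35, and the medium dose at D3 averages 1.53.

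Exposure to the high dose changed 644 probes at D3, of which 484 rose and 160 fell (limma, Benjamini-Hochberg). The median rise was 1.41 on the log2 scale, and 30 probes rose by more than 3, which is 8-fold. Of the rising probes, 464 lay above the control mean in all 6 exposed animals, and for 344 the exposed and control animals did not overlap at all. These probes were called on the same animals, so such shares follow in part from the choice and give no separate support. That holds for all such counts of called probes below. At D30, 206 probes rose and 62 fell, with median changes of 1.42 and -1.43. At D180, 213 rose and 39 fell, with median changes of 1.55 and -1.59, and 177 of the 213 separated exposed from control animals without overlap. At D30, 152 of the 206 rises did so. Among falls, 61 of 160 probes did so at D3, 20 of 62 at D30 and 11 of 39 at D180. At D3 the count was 418 when the compared groups were fitted alone. At D30 it was 147 in that fit (138 rose, 9 fell) and 418 after quantile normalization (386 rose, 32 fell). At D180 the corresponding counts were 704 (663 rose, 41 fell) and 406 (273 rose, 133 fell), and array weights gave 2640. The main fit pools a single variance per probe over all days, while the median array weight was 0.764 at D3, 0.978 at D30 and 1.53 at D180. The order of the days by count therefore depends on the fit, and the counts alone do not show a decline.

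**Figure D2:**
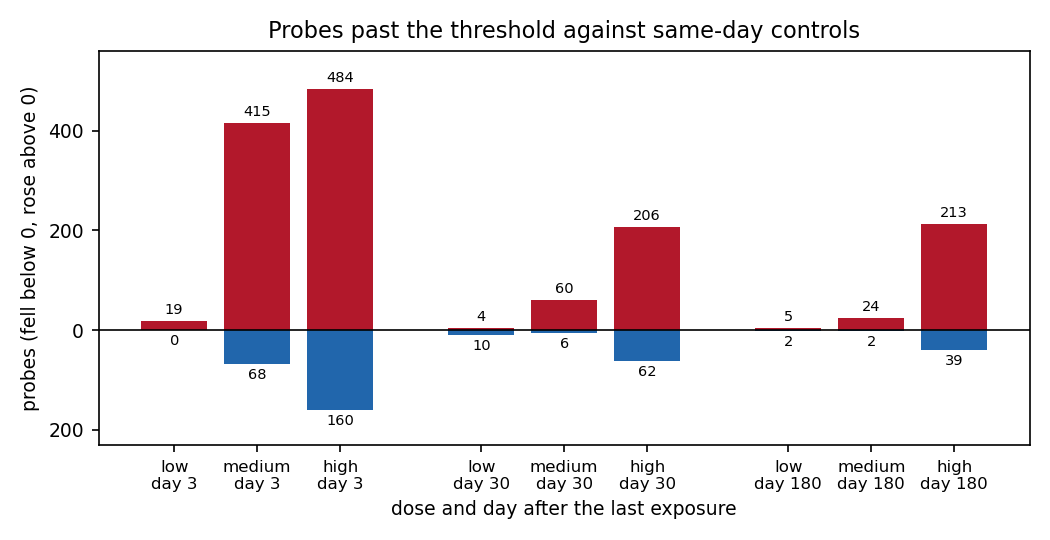
Number of probes that passed the threshold against controls of the same day (vertical axis), with rises drawn above 0 and falls below 0, for each dose and day. Bars stand for single counts from the limma fit over 72 arrays. The high dose gives 484 rises at D3, 206 at D30 and 213 at D180, and the low dose gives 19, 4 and 5.

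Probe A_44_P491796 showed the largest rise at the high dose on D3. Its signal was higher than in controls by 7.23 ± 0.37 at D3, 5.87 ± 0.37 at D30 and 7.51 ± 0.37 at D180 (log2 ± SE, n = 6 per group), or 150-fold, 58.4-fold and 182-fold. It also rose at the medium dose, by 5.48, 4.66 and 5.62, and at the low dose, by 3.68, 2.51 and 4.53. All 9 comparisons passed, with limma adjusted p (Benjamini-Hochberg) between 6.41e-25 and 0.00019. The control means were low, from -5.46 at D180 to -3.60 at D30, and it is not known whether the controls lay above background. The high dose exceeded the medium dose by 1.74 ± 0.37 at D3 and by 1.89 ± 0.37 at D180 (limma adjusted p = 0.0237 and 0.0172, Benjamini-Hochberg). At D30 that step was 1.21 ± 0.37 and did not pass (limma adjusted p = 0.488, Benjamini-Hochberg).

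Probe A_44_P1124737 rose at the high dose by 4.72 ± 0.37 at D3, 4.17 ± 0.37 at D30 and 2.56 ± 0.37 at D180 (log2 ± SE, n = 6). The difference between D180 and D3 was -2.16 ± 0.53 and did not pass (limma adjusted p = 0.16, Benjamini-Hochberg). At the medium dose it rose by 2.92 at D3 and 2.49 at D30. At D180 the medium-dose difference of 1.48 did not pass, nor did the low-dose differences of 0.91, 1.01 and 0.90.

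Probe A_44_P829197 was lower than in controls after the high dose, with differences of -3.27 at D3, -3.01 at D30 and -2.54 at D180 (SE 0.42 each, n = 6). After the medium dose the differences were -2.91 at D3, -2.46 at D30 and -1.96 at D180, and the last had a limma adjusted p of 0.0199 (Benjamini-Hochberg). The low-dose differences of -1.45, -1.23 and -1.34 did not pass. Probe A_44_P454259 fell at the high dose, with differences of -3.45 ± 0.58 at D3 and -2.96 ± 0.58 at D30 (log2 ± SE). At the medium dose it fell at D3 (-2.74, limma adjusted p = 0.00256, Benjamini-Hochberg), while the differences of -1.40 at D30 and -1.66 at D180 did not pass. Nor did the low-dose differences of -1.69, 0.051 and 0.096. Its high-dose difference of -1.51 ± 0.58 at D180 did not pass (limma adjusted p = 0.258, Benjamini-Hochberg). It did pass there after quantile normalization, with -2.69 (limma adjusted p = 0.0217, Benjamini-Hochberg). In the direct test, the high-dose change of A_44_P454259 at D180 differed from that at D3 by 1.95 ± 0.82. That difference did not pass (limma adjusted p = 0.635, Benjamini-Hochberg), so a fading of the fall was not shown.

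**Figure D3:**
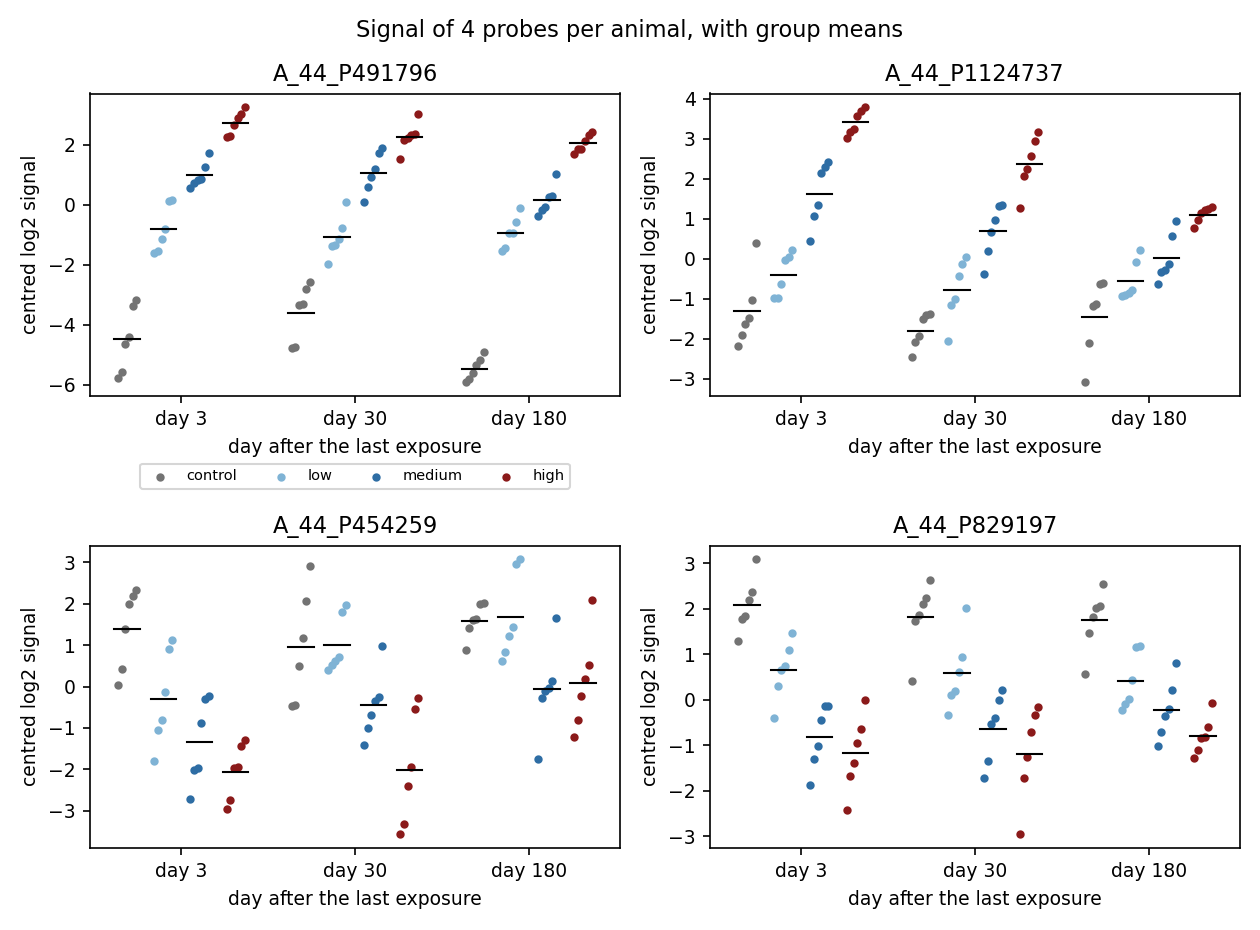
Centred log2 signal (vertical axis) of 4 probes in each animal, by day and exposure group. Points are animals in order of value and lines are group means (n = 6). A_44_P491796 has control means between -5.46 and -3.60 and high-dose means between 2.04 and 2.73.

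Exposure to the medium dose changed 483 probes at D3 (415 rose, 68 fell), 66 at D30 (60 rose, 6 fell) and 26 at D180 (24 rose, 2 fell; limma, Benjamini-Hochberg). All of the 60 and of the 24 rising probes lay above the control mean in each of the 6 exposed animals, against 316 of the 415 at D3. The D3 count depended on the array set and on scaling: without medium-dose replicate 5 it was 1459, fitted with the control group alone 87, after quantile normalization 132, and without arrays of high negative control 228. At D30 the count was 30 in the fit of the compared groups alone and 39 after quantile normalization, and at D180 it was 116 with array weights. After 75th percentile scaling 289 probes rose at D3 and 687 fell, a scaling that moved the median of all probes from 0.084 to -0.28.

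Exposure to the low dose changed 19 probes at D3, all of which rose, 14 at D30 (4 rose, 10 fell) and 7 at D180 (5 rose, 2 fell; limma, Benjamini-Hochberg). Of the 19 rises at D3, 16 separated exposed from control animals without overlap, as did 4 of 4 at D30 and 3 of 5 at D180. Of the falls, 2 of 10 did so at D30 and 0 of 2 at D180, and 6 of the 10 at D30 followed the negative control within groups. At D30 the count was 1459 without low-dose replicate 1, 1450 without control replicate 1 and 4 without low-dose replicate 6, and at D3 it was 44 without low-dose replicate 4 and 30 without control replicate 4. Over all alternatives the counts ran from 3 to 153 at D3, from 0 to 6293 at D30 and from 3 to 37 at D180.

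Neighbouring doses were also compared directly. The high and medium doses differed in 41 probes at D3 (14 higher and 27 lower at the high dose), in 2 at D30 and in 6 at D180, all 8 of these higher at the high dose (limma, Benjamini-Hochberg). The medium and low doses differed in 47 probes at D3 (32 higher and 15 lower at the medium dose), 236 at D30 (223 higher) and 4 at D180, all higher. At D30 the negative control was also higher at the medium than at the low dose, by 1.33 (exact permutation p = 0.013), and 26 probes passed with the negative control as a covariate. After quantile normalization 772 probes differed there, with 485 higher and 287 lower. At D3, 75th percentile scaling turned the split between high and medium dose to 40 higher and 13 lower, and that between medium and low dose to 18 higher and 34 lower. Quantile normalization left 0 probes in both of these D3 comparisons, and the negative control as a covariate left 14 and 19. For high against medium dose, 75th percentile scaling gave 0 probes at D30, and 3 higher and 1 lower at D180. Quantile normalization gave 11 on each of these days (10 higher, 1 lower). The covariate gave 3 at D30, all higher, and 14 at D180 (12 higher, 2 lower).

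Many changes recurred on later days in other animals. At the high dose 90 probes rose and 6 fell on all 3 days, against 0.01 and 0.00019 expected for independent lists. At the medium dose 21 rose and 2 fell on all 3 days, and at the low dose 3 rose and 0 fell. After quantile normalization 10 probes changed on all 3 days at the medium dose and 0 at the low dose. No probe rose on some day and fell on another at the same dose. Of the 484 probes that rose at the high dose on D3, 452 also had a positive difference at D30 and 454 at D180, with medians of 0.87 and 0.71. All 206 probes that rose on D30 had a positive difference at D180. Among the 160 probes that fell on D3, 137 had a negative difference at D30 and 128 at D180. Across all probes, the correlation of high-dose changes was 0.323 between D3 and D30, 0.22 between D3 and D180 and -0.01 between D30 and D180 (Pearson r, with jackknife standard errors over animals of 0.18, 0.2 and 0.33). Spearman rho was 0.296, 0.167 and -0.118. These correlations are across probes, which are not independent replicates.

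Tested directly, the change at the high dose differed between D180 and D3 for 6 probes, with 1 more positive and 5 more negative at D180 (limma, Benjamini-Hochberg). For D30 against D3 and for D180 against D30 the limma count was 0, with 1237 and 3290 probes at an unadjusted p under 0.05. With the negative control as a covariate these counts were 9, 2 and 0. The D180 against D3 count was 1 after 75th percentile scaling, with 0 more negative, and 0 after quantile normalization.

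The response score of rising probes increased with dose on each day. It was higher at the high dose than in controls by 2.17 ± 0.07 at D3 (104 probes), 1.81 ± 0.067 at D30 (122 probes) and 1.46 ± 0.088 at D180 (165 probes; log2 ± SE, n = 6, exact permutation p = 0.00216 each). At the medium dose the differences were 1.51 ± 0.12, 1.19 ± 0.086 and 0.81 ± 0.078 (exact permutation p = 0.00216 each). At the low dose they were 0.73 ± 0.06 at D3, 0.26 ± 0.079 at D30 and 0.34 ± 0.049 at D180 (exact permutation p = 0.00216, 0.0108 and 0.00216). In each of these 9 comparisons all 6 exposed animals lay above the control mean. The steps from low to medium and from medium to high dose also passed on all 3 days, with differences between 0.47 and 0.92 and adjusted exact permutation p of 0.00325. The low-dose score at D180 did not pass after quantile normalization (0.18, adjusted exact permutation p = 0.172). The low-dose difference at D30 was 0.498 after 75th percentile scaling and 0.554 after quantile normalization, above those at D180 (0.299 and 0.179), so the order of these days depends on the scaling. The other 8 comparisons with controls passed under every scaling tried.

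**Figure D4:**
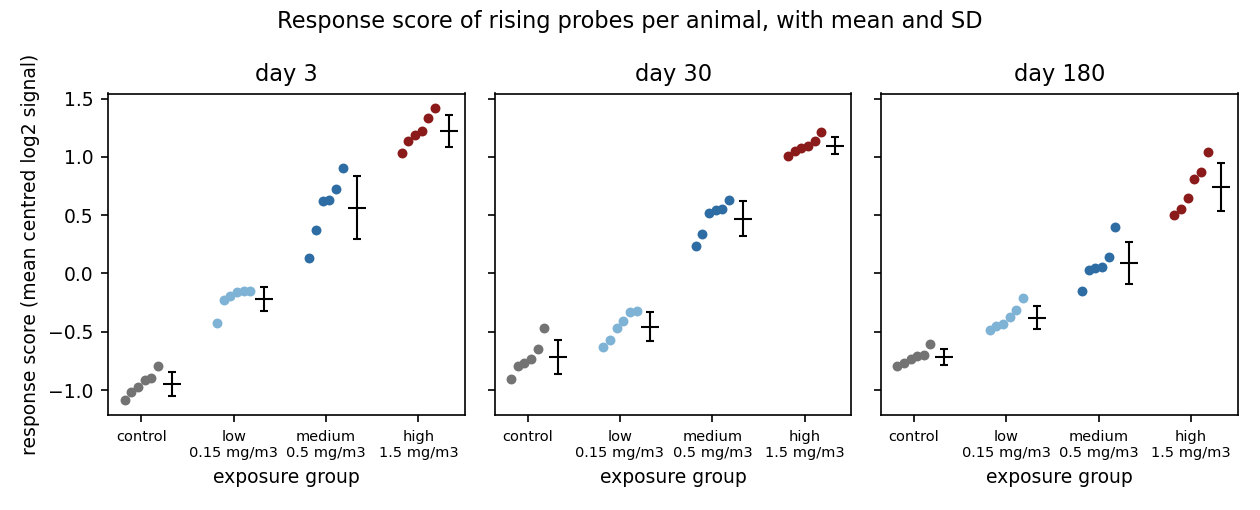
Response score (vertical axis, mean centred log2 signal over the probes that rose at the high dose on the other days) of each animal, by exposure group and day. Points are animals in order of value, and the bar beside them is the mean with its SD (n = 6). The probe set differs between days, so heights are compared within a day, where control means lie between -0.95 and -0.72 and high-dose means between 0.74 and 1.22.

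The score of falling probes rested on 13 probes at D3, 16 at D30 and 27 at D180. It was lower than in controls after the high dose, with differences of -1.42 ± 0.11, -1.38 ± 0.23 and -0.90 ± 0.19, and after the medium dose, with -1.19 ± 0.17, -1.01 ± 0.19 and -0.77 ± 0.12 (log2 ± SE; adjusted exact permutation p at most 0.00565). The step from medium to high dose did not pass on any day, with -0.236, -0.367 and -0.126 (adjusted exact permutation p = 0.255, 0.175 and 0.537). The step from low to medium dose passed on all 3 days, with -0.511, -0.874 and -0.752 (adjusted exact permutation p = 0.013, 0.00325 and 0.00565). After the low dose it was lower at D3 (-0.68 ± 0.11, adjusted exact permutation p = 0.00325). At D30 and D180 the low-dose differences were -0.14 ± 0.17 and -0.02 ± 0.20 and did not pass (adjusted exact permutation p = 0.464 and 0.903). Whether the low-dose difference changed between days was not tested for these probes.

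The 206 probes that rose at the high dose on D30 gave a measure of change over time. Animals of D3 and D180 entered their choice only through the pooled variance of the fit. Their mean difference from controls fell from 1.74 at D3 to 1.36 at D180 after the high dose, from 1.20 to 0.74 after the medium dose and from 0.62 to 0.30 after the low dose. The changes of -0.377 ± 0.10, -0.46 ± 0.13 and -0.321 ± 0.073 passed (n = 6 per group, permutation p = 0.00126, 0.00245 and 0.00061, adjusted 0.00189, 0.00245 and 0.00183). They did not pass after 75th percentile scaling (-0.379, -0.0832 and -0.271, adjusted permutation p = 0.0562, 0.783 and 0.164), and after quantile normalization only the low dose did (-0.427, -0.386 and -0.57, adjusted permutation p = 0.164, 0.174 and 0.0126).

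Controls served as the background for change with time alone. Between D30 and D3 a single probe differed (1 higher at D30; limma, Benjamini-Hochberg). Between D180 and D3, 745 probes were higher and 4336 lower at D180. The negative control fell by 1.58 between the same groups (exact permutation p = 0.00216), and 3583 of the 4336 lower probes followed it within groups. With the negative control as a covariate 121 probes were higher and 11 lower. After quantile normalization 2299 were higher and 4583 lower, and after 75th percentile scaling 1123 were higher and 3828 lower.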

Values the study reported

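For Mitsui-7 the study counted differentially expressed genes at a fold of at least 2 and an adjusted p under 0.05. At the low dose (0.15 mg/m3) it gave 13 genes on day 3, 7 on day 30 and 4 on day 180. At the medium dose (0.5 mg/m3) it gave 141, 63 and 24 genes on these days. At the high dose (1.5 mg/m3) it gave 236, 108 and 106 genes. The study stated that 56 genes were altered at all 3 times after the high dose.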

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

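The slope tests on array background, the count with the spike-in level and the counts over other splits were set before their results were seen. The counts of probes that kept their call with a covariate, and the test on age, were chosen after. Of 84 groups of 6 searched for a sample far from the others, 4 had such a sample, and chance gives about 1 in 20, or 4.2.

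The far samples were these. The negative control was 1.33 in low-dose replicate 1 at D30, where the other 5 arrays lay between -1.13 and -0.54. The spike-in level was -1.27 in medium-dose replicate 5 at D3, against -0.14 to 0.36 in the others of its group. It was -0.238 in high-dose replicate 3 at D180, against 0.64 to 0.92 in the others. The response score of rising probes was -0.424 in low-dose replicate 2 at D3, against -0.23 to -0.15 in the others. Leaving out low-dose replicate 1 at D30 or medium-dose replicate 5 at D3 moved the count of its comparison to 1459 in both cases.

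The high-dose change differed between D180 and D3 for 6 probes by limma (Benjamini-Hochberg), of which 5 were more negative at D180. With 75th percentile scaling 1 probe differed, more positive at D180, and with quantile normalization 0, so the 5 more negative ones passed under neither. The probes that rose at the high dose on D30 changed by -0.377 between D3 and D180 after the high dose, by -0.46 after the medium dose and by -0.321 after the low dose. All 3 differences kept their direction under the scalings tried but lost their call under 75th percentile scaling, and the high and medium doses also lost it under quantile normalization.

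The first pattern weighed is the high-dose response at D3, D30 and D180. With the negative control as a covariate, 636 of 644 probes kept their call in the same direction at D3, 255 of 268 at D30 and 235 of 252 at D180. The groups differed in the negative control by only -0.0815 at D3, -0.282 at D30 and 0.376 at D180, so few calls could be lost this way. The kept calls show only that a background linear in this probe does not account for them. Array background of another form stays open. The slope of observed on predicted change was 25.4 ± 120 at D3 and 7.75 ± 3.8 at D180 (jackknife SE), which decides nothing, because the median changes predicted, 0.0138 and 0.0746, were small; the negative control differed by -0.0815 at D3 and 0.376 at D180 (exact permutation p = 0.911 and 0.0281, adjusted 0.924 and 0.253). At D180 the spike-in level was higher at the high dose than in controls by 0.94 (higher than the control mean in 6 of 6 animals, exact permutation p = 0.00866, 0.156 after adjustment over 18 tests). With it as a covariate 183 probes passed, above the bound set in advance as counting against labelling or hybridisation, but by less than the count moved when single arrays were left out. The median size went from 1.55 (median SE 0.31) to 1.43 (median SE 0.32), and 165 of the 252 probes kept their call. For those 165 this argues only against a linear effect of the spike-in level as the whole cause. A part played by the spike-in shift in the others stays open.

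The second pattern is the 5081 probes that differed between D180 and D3 controls. The array background is a candidate explanation: the slope of observed on predicted change was 1.36 ± 0.1 (jackknife SE), inside the range of 0.5 to 1.5 set in advance, and both changes had the same sign for 96.4% of probes. With the negative control as a covariate the median size of the change went from 1.64 (median SE 0.52) to 0.55 (median SE 0.38), so calls ended because the change shrank. Still, 132 probes passed with the covariate, 91 of them among the original calls. Age of the animals remains open for these, and cannot be told apart from any processing that went with the day. For the calls that ended, a share of age is not excluded either. The negative control differed by -1.58 between the same groups, so background went with the day and the age.

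The third pattern is the 236 probes that differed between the medium and low doses at D30. The slope of observed on predicted change was 2.7 ± 0.61 (jackknife SE), above the range set in advance for background as the cause, and the same sign held for 94.9% of probes. With the covariate the median size went from 2.15 (median SE 0.52) to 1.45 (median SE 0.44), so the change shrank and most calls ended. Of the 236 probes, 21 kept their call. For those 21 this argues only against a background linear in this probe, with the slope found within groups, as the whole cause. The median predicted change was 0.689, smaller than the 2.15 observed, so the covariate may correct too little. Background of another form or size stays open for the 21. For the others the shares of dose and background cannot be told apart, because the groups differed in both.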

How the results depend on the processing

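The alternatives gave 357 values, of which 277 kept their direction and side of the threshold (scores and named probes), stayed within 1.5 times (counts) or moved by less than their standard error (correlations). Of the 277, 87 came from leaving out single arrays. Counts were judged by their total alone, so the 277 include turns of direction. With 75th percentile scaling, high against medium dose at D3 turned from 14 higher and 27 lower to 40 and 13. Medium against low at D3 turned from 32 and 15 to 18 and 34. The correlation between D30 and D180 went from -0.0137 to 0.119 after quantile normalization and 0.13 with the negative control as covariate (SE 0.33), so its sign is open; 75th percentile scaling cannot change correlations. 75th percentile scaling, the compared groups alone, array weights, the block and single arrays left out were planned for counts, correlations and named probes. Quantile normalization and the level-dependent prior had been planned for the main fit. The others, and all alternatives for scores and day-30 probes, were added after the data were examined. Choosing the probes of these scores in fits without the scored days' arrays changed no call. Filters on dim probes, means of probes per gene, gene list tests and the signature were not run, since levels and gene names were not used here. The cause of each move below was not tested. The 4 named probes kept direction and call at the high dose under both scalings, the negative control covariate and the block, the alternatives run for them, except that A_44_P454259 at D180 passed only after quantile normalization (-2.69). Without detection calls, signal over background limits all folds.

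With 75th percentile scaling the counts were 976 (289 rose, 687 fell) for the medium dose at D3, 4 for the low dose at D3, 1 for the high-dose change at D180 against D3, 0 for high against medium at D30 and 0 for controls at D30 against D3. High against medium at D180 gave 3 higher and 1 lower. The changes of the day-30 probes from D3 to D180 were -0.379, -0.0832 and -0.271 (high, medium, low).

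With quantile normalization the high dose gave 418 at D30 (386 rose, 32 fell) and 406 at D180 (273 rose, 133 fell), the medium dose 132 at D3 and 39 at D30, and the low dose 3, 1 (0 rose) and 3 (1 rose, 2 fell). The high-dose change at D180 against D3 gave 0. High against medium gave 0 at D3, 11 at D30 and 11 at D180. Medium against low gave 0 at D3, 772 at D30 (485 higher, 287 lower) and 1 at D180. Controls gave 0 at D30 and 6882 at D180 (2299 higher, 4583 lower). All 3 days gave 10 at the medium dose and 0 at the low dose. The low-dose score at D180 was 0.179, and the day-30 probes changed by -0.427 (high) and -0.386 (medium).

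With the negative control as covariate the low dose gave 29 at D3 and 5 at D30, the high-dose change at D30 against D3 gave 2, high against medium 14 at D3 and 14 at D180, medium against low 19 at D3, 26 at D30 and 10 at D180, and controls 132 at D180. The spike-in covariate gave 6 for the low dose at D30. Without probes following the negative control that count was 8. Without arrays of high negative control the medium dose at D3 gave 228 and the low dose at D3 gave 153.

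With only the compared groups fitted, the high dose gave 418, 147 and 704, the medium dose 87 at D3 and 30 at D30, and the low dose 3, 0 and 4. Array weights gave 2640 for the high and 116 for the medium dose at D180, and 100, 6293 and 37 for the low dose. The level-dependent prior was run for the 9 counts against controls and moved none by over 1.5 times. With centred values it had no level to follow, so this says little about how stable the counts are.

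Same-numbered arrays of a day did not deviate together on average (mean residual correlation -0.0072, other numbers 0.00099). Of 72 arrays, 17 matched best with their own number, and the number due to chance was not computed. Pairing of animals by number was therefore not seen on average, but it is not excluded. The replicate block gave 7 for the low dose at D30, 1 for the high-dose change at D30 against D3, 1 for high against medium at D30 and 140 for medium against low at D30. It changed no other count for which it was run by over 1.5 times, and it was not run for controls between days.

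Leaving out single arrays gave, at D3, D30 and D180, 568 to 752, 216 to 350 and 193 to 280 for the high dose, 345 to 1459, 53 to 72 and 18 to 30 for the medium dose, and 13 to 44, 4 to 1459 and 3 to 9 for the low dose. Moves over 1.5 times came from medium replicate 5 at D3 (1459), low replicate 4 (44) and control replicate 4 (30) at D3, low replicates 1 (1459), 2 (6), 3 (6), 4 (7), 5 (8) and 6 (4) and control replicates 1 (1450), 2 (9), 4 (8) and 6 (6) at D30, and low replicates 1, 2 and 6 (3 each) and control replicates 1 (4), 2 (3), 3 (3), 5 (3) and 6 (4) at D180.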

Other observations

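At the low dose 7 probes passed at D180. The score over 165 probes was higher than the control mean in 6 of 6 animals, by 0.34, but after quantile normalization the difference was 0.179 and did not pass (adjusted exact permutation p = 0.172). Measured on the 206 probes that rose at the high dose on D30, the low-dose animals differed positively in 194 probes at D3 and in 169 at D180. The 213 probes that rose at the high dose on D180 had a median low-dose difference of 0.38 at D3 and -0.0016 at D30, with 106 of 213 positive at D30. The low-dose arrays at D30 also had a lower negative control than their controls, by -1.24 (exact permutation p = 0.0476, 0.286 after adjustment over 18 tests).

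At the high dose, 287 probes rose on D3 alone, 27 on D30 alone and 77 on D180 alone. These are counts of calls, and the direct test between days found 6 probes that differed between D180 and D3 and 0 for the other pairs of days (limma, Benjamini-Hochberg; 1237 and 3290 at an unadjusted p under 0.05).

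For each count the arrays of the groups compared were also split in other ways, with 100 splits in all and the real split included. For the high dose, 1 of the 100 splits called as many probes at D3 (644 against at most 411 in the others). At D30 it was 4 splits (268 against 4368) and at D180 1 split (252 against 34). Each is below the 5 in 100 set in advance. The same holds for the medium dose at D3 (2 splits; 483 against 1014), D30 (1 split; 66 against 26) and D180 (1 split; 26 against 4), and for the low dose at D180 (3 splits; 7 against 90). It does not hold for the low dose at D3 (11 splits, 19 against 3203) and D30 (6 splits, 14 against 9468). For probes changed on all 3 days it holds at the high dose (1 split, 96 against 0), the medium dose (1 split, 23 against 0) and the low dose (1 split, 3 against 0). The bound was applied to each count without adjustment for the number of counts. Where another split called as many probes or more, the splits do not by themselves exclude chance.

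Between doses, the number of splits was below that bound for high against medium at D180 (2 splits, 6 against 6). It was also below it for medium against low at D30 (1 split, 236 against 139) and at D180 (1 split, 4 against 3). For high against medium at D180 another split called as many probes, so chance is not excluded there. The bound was not met for high against medium at D3 (14 splits, 41 against 4722) and D30 (26 splits, 2 against 24). Nor was it met for medium against low at D3 (15 splits, 47 against 7830). Between days, the bound was met for the high-dose change at D180 against D3 (2 splits, 6 against 828). Another split called far more probes than the real one, so chance is not excluded there either. For D30 against D3 and D180 against D30 the real counts were 0, so all 100 splits are as large by construction and decide nothing (highest others 305 and 0). For controls the bound was met at D180 against D3 (1 split, 5081 against 330) and not at D30 against D3 (23 splits, 1 against 4). What the splits that call many more probes than the real one have in common was not tested.

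Counts here are of probes and those quoted from the study are of genes, at the same thresholds but with other normalization and filtering. The counts here at the high dose were 644, 268 and 252. These are higher than the values quoted from the study above. The count at the medium dose on D3 was 483. That is higher than the value quoted from the study above. After quantile normalization it was 132, and with the compared groups fitted alone 87. Both of these are lower than the quoted value. The counts at the low dose were 14 at D30 and 7 at D180. These are also higher than the values quoted from the study above. After quantile normalization they were 1 and 3, and with the negative control as a covariate the D30 count was 5. These 3 are lower than the quoted values. The counts at the low dose on D3 and at the medium dose on D30 and D180 lay within 1.5 times of those quoted. After quantile normalization these counts were 3, 39 and 22, and with the compared groups fitted alone 3, 30 and 22. For the low dose on D3 and the medium dose on D30 the closeness therefore depends on the fit. The count of probes changed on all 3 days at the high dose was 96. That too is higher than the value quoted from the study above.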
